A study of Homo sapiens with 59 samples. Its data were reported in "Context-dependent perturbations in chromatin folding and the transcriptome by cohesin and related factors" (2023).

How the data were processed

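Chromatin immunoprecipitation followed by sequencing (ChIP-seq) maps where a protein or a histone mark sits on DNA by pulling down chromatin with an antibody and sequencing it. The series holds 59 samples of RPE cells, an established human retinal pigment epithelium line, in 40 groups named by antibody and treatment. Peak lists were used for 42 samples with 13 antibodies. The other 17 samples are inputs. Among them, the inputs labelled JQ1(+) and JQ1(-), from cells treated with the BET inhibitor JQ1 and from their controls, match no list used here. The remaining inputs entered only through the calling that the authors did. Apart from the JQ1 inputs, cells had received control siRNA or siRNA against a target. The targets were Rad21 (a cohesin subunit), NIPBL (part of the cohesin loader), CTCF (a DNA-binding boundary factor) and ESCO1 (a cohesin acetyltransferase). Per the labels, 24 lists came from ChIP-seq with a spike-in of chromatin from the mouse line C2C12, and 18 came from ChIP-seq without it. A spike-in is foreign chromatin added to each sample so that total signal can be compared between libraries.

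The authors aligned the reads with Bowtie2 to hg38, and to mm10 for the spike-in. They called peaks with DROMPAplus for each sample against its input in bins of 100 bp, and replicates were not pooled. For spike-in lists the authors scaled reads by the mouse reads before calling. The labels place H3K4me3 in the spike-in experiment, but whether a spike-in factor was applied to it is not certain from the sources used here. The deposited lists give peak positions only, with no score, height or read count. Sequencing depth is therefore unknown from the lists, and the mapping statistics that the study gives per library were not used here. No result was weighted by depth, and count-based tests were not run. A list can be longer because its library was deeper, because its scaling differed or because more sites were bound. Peak width was used to rank peaks, which is a rough substitute for strength.

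Starts and ends fell on the edges of 100-bp bins, and all ends lay within the hg38 chromosome lengths. Bins were read as closed at both ends and coordinates are printed 1-based on hg38. The counting convention is not stated in the sources used here, so a printed position can be off by 1 bp. Gene annotation was GENCODE 44. Each of its 19970 protein-coding genes on the chromosomes used gave 1 transcription start site (TSS), the 5' end of the gene.

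Each siRNA list was compared with the control list of the same experiment. Rad21 siRad21, siNIPBL replicate 1 and siCTCF were compared with Rad21 Control replicate 1, and Rad21 siESCO1 with Rad21 Control replicate 2. Rad21 siNIPBL replicate 2, without spike-in, was compared with Rad21 Control replicate 3. CTCF siCTCF and siESCO1 were compared with CTCF Control replicates 1 and 2, and Mau2 siNIPBL with the only Mau2 Control list. Histone marks were compared within replicate 1 (spike-in) and within replicate 2 (no spike-in). This matching rests on the inputs named in the labels and partly on run names carried by the lists. It could not be checked on reads.

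A control peak was called lost when no peak of the siRNA list shared at least 1 bp with it, and kept otherwise. A siRNA peak without overlap in the control list was called gained. Shares carry Wilson 95% intervals, which cover counting error only. The share of control peaks absent from another control replicate served as the replicate baseline. Retention was compared between classes of control peaks with odds ratios, Woolf 95% intervals and two-sided Fisher's exact tests. Peaks are not replicates, so these tests compare 2 lists and not 2 conditions. Benjamini-Hochberg adjustment ran over 15 retention tests, 30 location tests and 3 motif tests separately, with a threshold of 0.05. Mean Rad21 peak number was compared between Control and siNIPBL with a two-sided exact permutation test.

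CTCF-bound and Smc3ac-bound peaks were those that overlapped the CTCF or Smc3ac Control list. For siNIPBL replicate 2 the CTCF list was Control replicate 1, which comes from another experiment. TSS-proximal peaks had their midpoint within 1 kb of a TSS. Location was assigned by the midpoint to 5 classes, taken in the order upstream (up to 5 kb before a TSS), downstream (up to 5 kb past a gene end), exon, intron and intergenic. The study's window sizes are not given in the sources used here. Overlap between factors was set against 1000 circular shifts of the other list within each chromosome, with a two-sided rank. Shifted peaks can fall in unmappable sequence, which lowers the shifted overlap. The motif was the 13-base consensus CCASYAGRKGGCR (S is C or G, Y is C or T, R is A or G, K is G or T), with 7305 exact matches on either strand of the chromosomes used.

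Named items followed a rule fixed before the data were examined. It took 6 genes that the study named, each with 5 kb on both sides, and the 3 widest peaks under each of a pair of criteria. The first criterion asked for Rad21 Control replicate 1 peaks that were present in all Rad21 Control lists, TSS-proximal, lost after siRad21 and siNIPBL replicate 1, and kept after siCTCF. The second asked for Rad21 Control replicate 1 peaks present in all Rad21 and CTCF Control lists, lost from both siCTCF lists and kept after siNIPBL replicate 1. Of the peaks selected by the first criterion, 1 is not reported here.

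Alternatives were an overlap of at least 50% of the shorter peak, a gap of up to 500 bp, the widest 50% of control peaks, equal numbers of widest peaks, autosomes only, another control replicate, control peaks found in all control replicates, comparison within 4 classes of peak width (Mantel-Haenszel odds ratio), a TSS window of 5 kb, flanks of 2 kb, all annotated genes, covered length, peaks of at least 500 bp, merging within 3 kb, the experiment without spike-in, the central 200 bp of peaks, 1 mismatch in the motif and leaving out each Rad21 list in turn. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9 were used. Overlap counts were checked against bedtools 2.31.1. The retention calculation was tested on simulated data of 29509 peaks, where a planted odds ratio of 6 was recovered as 5.95 and all 19978 planted losses were found. The simulated siRNA list was an exact subset of the simulated control list. The test therefore checks the counting only, and not how thresholds or peak width act on real lists.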

Results

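ChIP-seq peak lists of RPE cells were compared after depletion of cohesin and related factors. Rad21 was mapped in 3 Control lists, in 2 siNIPBL lists and in 1 list each of siRad21, siCTCF and siESCO1. CTCF was mapped in 2 Control lists and 1 list each of siCTCF and siESCO1. Mau2, the partner of NIPBL in the loader, had 1 Control and 1 siNIPBL list, and acetylated Smc3 (Smc3ac), a modified cohesin subunit, had 1 Control list. Histone marks, RNA polymerase II (Pol2, and Pol2Ser2 for its elongating form), AFF4 and the Mediator subunit Med1 made up the rest. Sequencing depth was unknown from the lists, and the study's mapping statistics were not used here. Rad21 Control replicates 1, 2 and 3 held 35179, 24735 and 15408 peaks and covered 25.6, 14.0 and 7.97 Mb. CTCF Control replicates 1 and 2 held 33081 and 28886 peaks. Only the Rad21 peak number was tested across samples. H3K27ac, H3K36me3 and H3K27me3 also had 2 Control and 2 siNIPBL lists, 1 of each with spike-in and 1 without, and these were compared within each experiment without a test. The remaining siRNA groups had 1 list each.

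The first comparison asked how many control peaks were lost after each depletion. After siRad21, 26466 of 35179 Rad21 peaks were lost (75.2%, Wilson 95% interval 74.8 to 75.7). After siNIPBL replicate 1 the lost share was 66.5% (66.0 to 67.0), and after siCTCF it was 59.1% (58.5 to 59.6). Of the same control peaks, 31.6% were absent from Control replicate 2 and 58.3% from Control replicate 3. The siRad21 and siNIPBL replicate 1 losses thus exceeded both control baselines, whereas the siCTCF loss lay within 1 percentage point of the higher baseline. That higher baseline came from Control replicate 3, a list without spike-in of only 15408 peaks. A shorter list leaves more control peaks without overlap, so it is not a plain measure of replicate noise. The siCTCF loss exceeded the spike-in baseline of 31.6% from Control replicate 2. After siESCO1, 4424 of 24735 peaks were lost (17.9%, 17.4 to 18.4). This lay between the shares of those control peaks absent from Control replicate 1 (0.752%) and from Control replicate 3 (40.6%). In the experiment without spike-in, siNIPBL replicate 2 lacked 49.0% (48.2 to 49.8) of the peaks of Control replicate 3, of which 0.539% and 4.13% were absent from Control replicates 1 and 2. For siRad21, the alternative that moved the loss most took equal numbers of the widest peaks from both lists, which gave 25.6%. The number of control peaks compared there differs between lists, so that setting does not rank them. Among the widest 50% of control peaks, 1 set for all of them, the order of siRad21, siNIPBL replicate 1 and siCTCF was kept (51.1, 35.0 and 33.9%). There, siNIPBL replicate 1 (34.3 to 35.7) and siCTCF (33.2 to 34.6) were nearly tied, with overlapping intervals. Among control peaks found in all control replicates, siRad21 (43.4%) stayed above siCTCF (29.8%), while siNIPBL replicate 1 (26.0%) fell below it.

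CTCF lost 63.6% of its peaks after siCTCF (63.0 to 64.1), against 14.8% absent between the control replicates in the same direction. After siESCO1 the CTCF loss was 2.30% (2.13 to 2.48), against a control baseline of 1.118%. Mau2 lost 79.3% of its 14666 peaks after siNIPBL (78.7 to 80.0), with no control replicate to set beside it. Gained peaks were also counted. The siRad21 and siNIPBL replicate 1 lists held 0 Rad21 peaks outside Control replicate 1. The siCTCF list held 1727 such peaks, the siESCO1 list held 774 outside its control, and siNIPBL replicate 2 held 18504 outside its control. For CTCF, the siESCO1 list held 4301 peaks outside its control, or 13.2% of the list, and the siCTCF list held 8. Between the CTCF Control replicates, 14.8% of replicate 1 peaks were absent from replicate 2. The Mau2 siNIPBL list held 388 peaks outside its control.

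**Figure D1:**
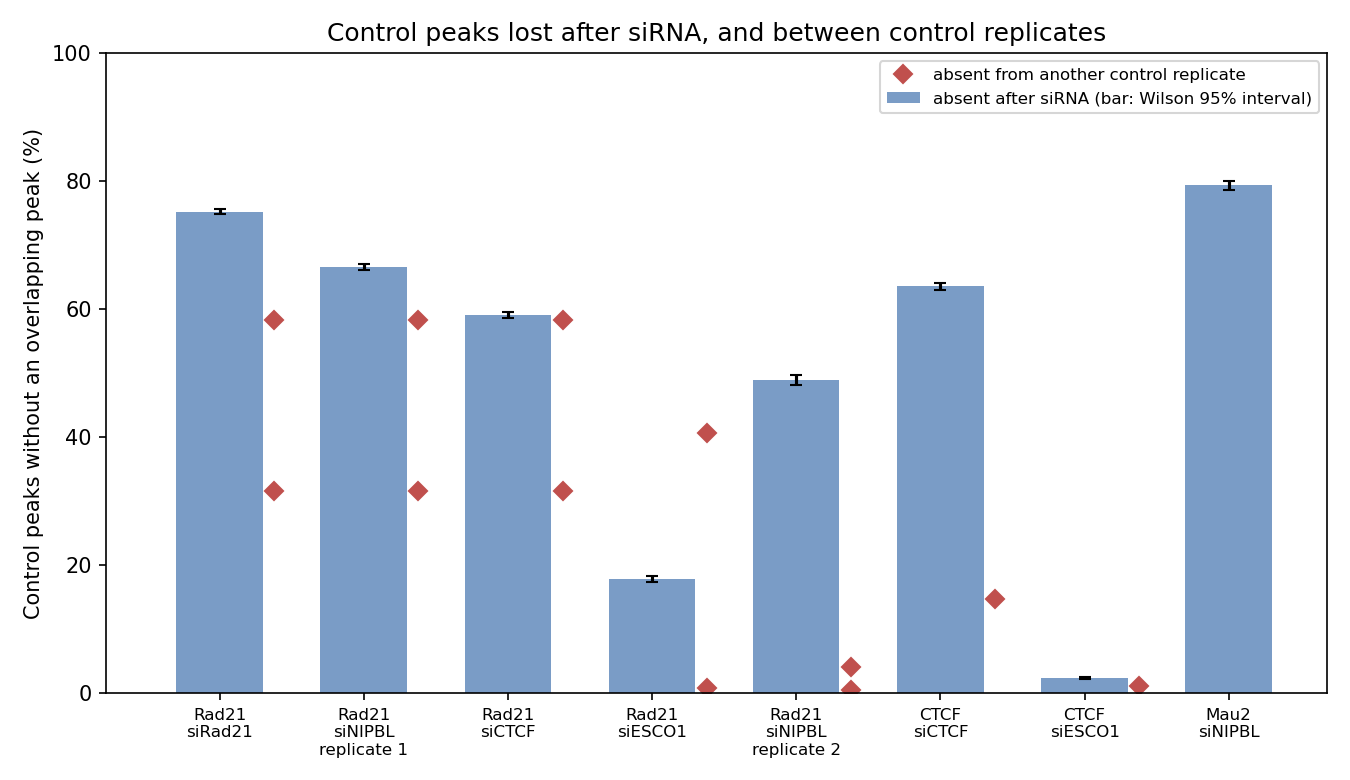
Bars show the percentage of control peaks without an overlapping peak in the matched siRNA list, with Wilson 95% intervals as black lines, and diamonds show the percentage of the same control peaks absent from another control replicate. The siRad21 and siNIPBL replicate 1 bars stand at 75.2% and 66.5%, above both diamonds at 31.6% and 58.3%, while the siESCO1 bar for Rad21 stands at 17.9%, between its diamonds.

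Rad21 peak number could be tested between Control and siNIPBL. Control lists held 25107 ± 9891 peaks (SD, n = 3) and siNIPBL lists 18994 ± 9988 (SD, n = 2). The difference of -6114 peaks was smaller than the spread between replicates (two-sided exact permutation test, p = 0.5). With 10 regroupings, the design cannot give a p below 0.1. The experiments went opposite ways: siNIPBL held 33.9% of the control number with spike-in and 169% without. Without siNIPBL replicate 1 the difference changed sign, to 948.7 peaks, and with spike-in lists only it was -18026 (exact permutation p = 0.333, the smallest that 3 lists can give).

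Retention was then compared between CTCF-bound and CTCF-free Rad21 peaks, to see whether loss differed between CTCF-dependent and independent sites. Of the 35179 Control replicate 1 peaks, 26871 (76.4%) were CTCF-bound. After siRad21, 32.4% of CTCF-bound peaks and 3 of 8308 CTCF-free peaks (0.0361%) were kept (odds ratio 1328, 95% interval 428.0 to 4119). After siNIPBL replicate 1 the shares were 43.8% and 0.0843%, with 7 CTCF-free peaks kept (odds ratio 924, 440.3 to 1940). These intervals are wide because so few CTCF-free peaks were kept. After siESCO1, 86.5% and 40.04% were kept (odds ratio 9.58, 8.74 to 10.5). Within classes of peak width this odds ratio was 2.90 (2.62 to 3.21), and among control peaks found in all control replicates 34.6 (27.2 to 44.04). Restriction to control peaks found in all control replicates moved the siRad21 value most, to 80.1. The siNIPBL replicate 1 value moved most with CTCF Control replicate 2 as the CTCF list, to 172 (131.9 to 225.6). It was 178 among control peaks found in all control replicates and 258 within classes of peak width.

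The siCTCF result depended on peak width. CTCF-bound peaks were kept more often, at 45.4% against 26.6% (odds ratio 2.29, 2.17 to 2.42). Within classes of peak width the odds ratio reversed to 0.385 (0.355 to 0.417), and among control peaks found in all control replicates it was 0.818 (0.586 to 1.14). For siNIPBL replicate 2 the odds ratio of 1.38 (1.20 to 1.59) likewise reversed, to 0.731 within classes of width and 0.933 among peaks of all control replicates.

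TSS-proximal peaks, 3324 of the Control replicate 1 list, were kept less often than distal peaks after siRad21 (10.5% against 26.3%, odds ratio 0.328, 0.293 to 0.368) and after siNIPBL replicate 1 (17.1% against 35.2%, odds ratio 0.381, 0.347 to 0.419). After siCTCF they were kept more often (57.5% against 39.2%, odds ratio 2.10, 1.95 to 2.26). After siESCO1 the odds ratio was 0.511 (0.462 to 0.565). The siNIPBL experiments differed in direction: in replicate 2, 90.1% of TSS-proximal and 47.9% of distal peaks were kept (odds ratio 9.88, 8.11 to 12.0). Each of these directions held in every alternative run for this split.

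Smc3ac-bound peaks were kept more often in all 5 comparisons. The odds ratios were 11.7 (11.1 to 12.4) after siRad21, 11.9 (11.3 to 12.6) after siNIPBL replicate 1, 4.71 (4.49 to 4.94) after siCTCF, 8.22 (7.48 to 9.04) after siESCO1 and 1.65 (1.55 to 1.76) after siNIPBL replicate 2. Within classes of peak width they fell to 3.48, 3.49, 1.36, 2.63 and 1.09. Of Smc3ac peaks, 99.5% overlapped CTCF, so CTCF-free peaks fall mostly in the Smc3ac-free class. The Smc3ac split therefore partly repeats the CTCF split, and it was not run within CTCF-bound peaks. The largest Benjamini-Hochberg adjusted p of the 15 Fisher's exact tests was 8.85e-06. That test compared CTCF-bound and CTCF-free peaks after siNIPBL replicate 2.

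**Figure D2:**
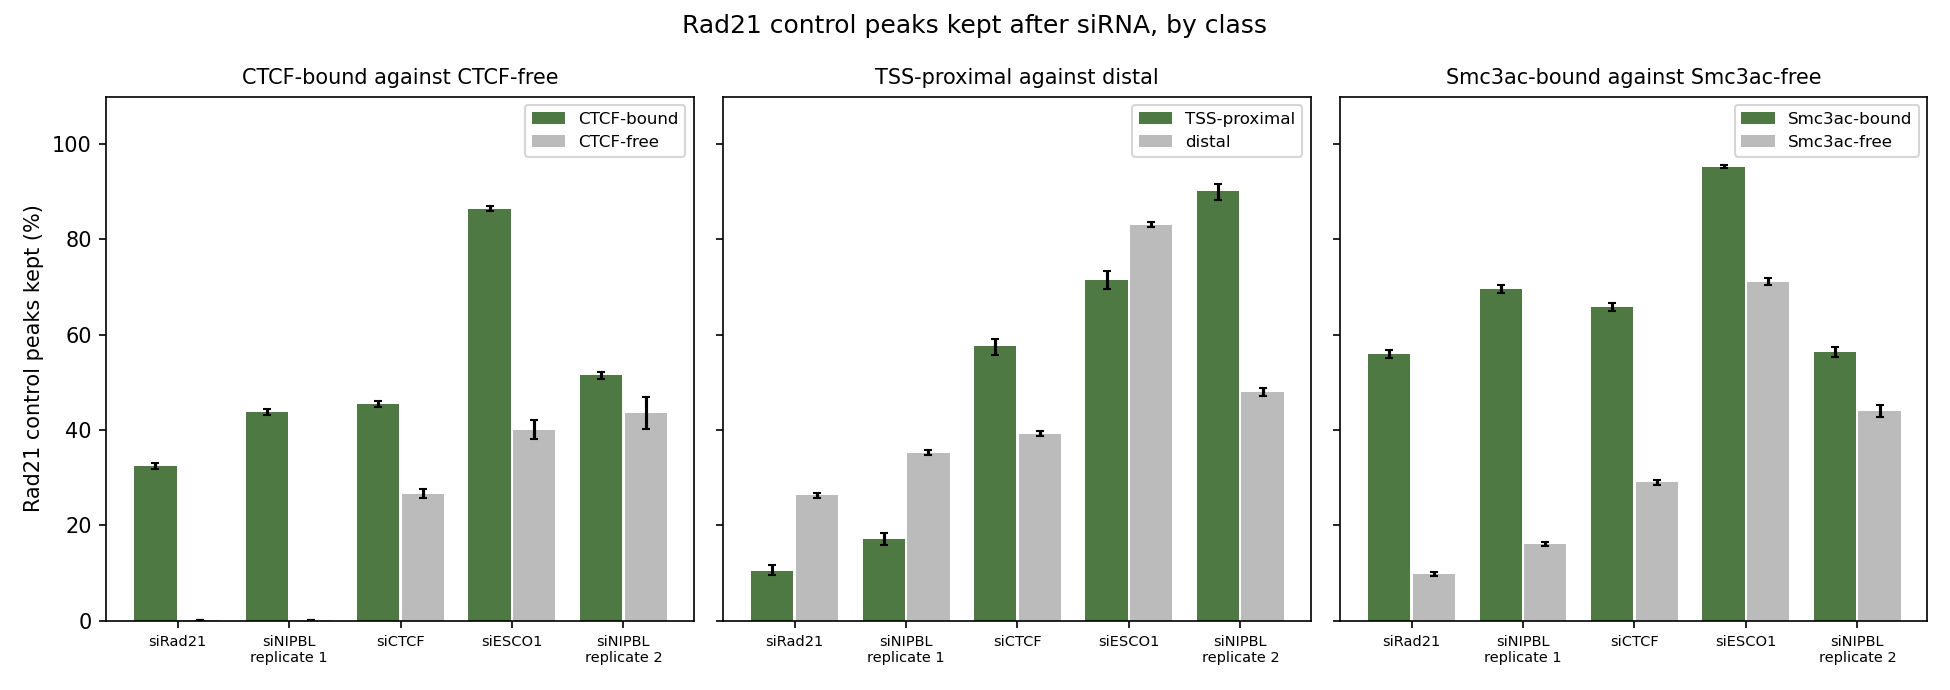
Bars give the percentage of Rad21 control peaks kept after each siRNA in each of a pair of classes (green, the class named first; grey, the other), with Wilson 95% intervals. TSS-proximal peaks were kept less often than distal ones after siRad21 (10.5% against 26.3%) and more often after siCTCF (57.5% against 39.2%).

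The location of the peaks in each list was compared with that of its control. Of 30 Fisher's exact tests, 21 passed the adjusted threshold. The exonic share was 4.97% after siRad21 and 4.87% after siNIPBL replicate 1, against 7.84% in control (relative shares 0.634 and 0.621, adjusted p 1.48e-21 and 5.56e-29). After siCTCF the exonic share rose to 10.95% (relative share 1.40) and the upstream share to 12.0% from 9.08% (relative share 1.33). The siNIPBL replicate 2 list held 18.8% exonic peaks against 6.71% in its control (relative share 2.80). Smc3ac peaks were exonic in 5.05% (relative share 0.644 against Rad21 Control replicate 1). No class passed the threshold after siESCO1, where relative shares ranged from 0.982 to 1.03. Against Control replicate 1 instead, 4 of 5 classes passed after siESCO1, with relative shares from 0.936 to 1.13. Upstream and downstream shares were the least stable: with flanks of 2 kb, the upstream relative share of siNIPBL replicate 1 changed from 1.03 to 0.867 (adjusted p 0.00243).

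**Figure D3:**
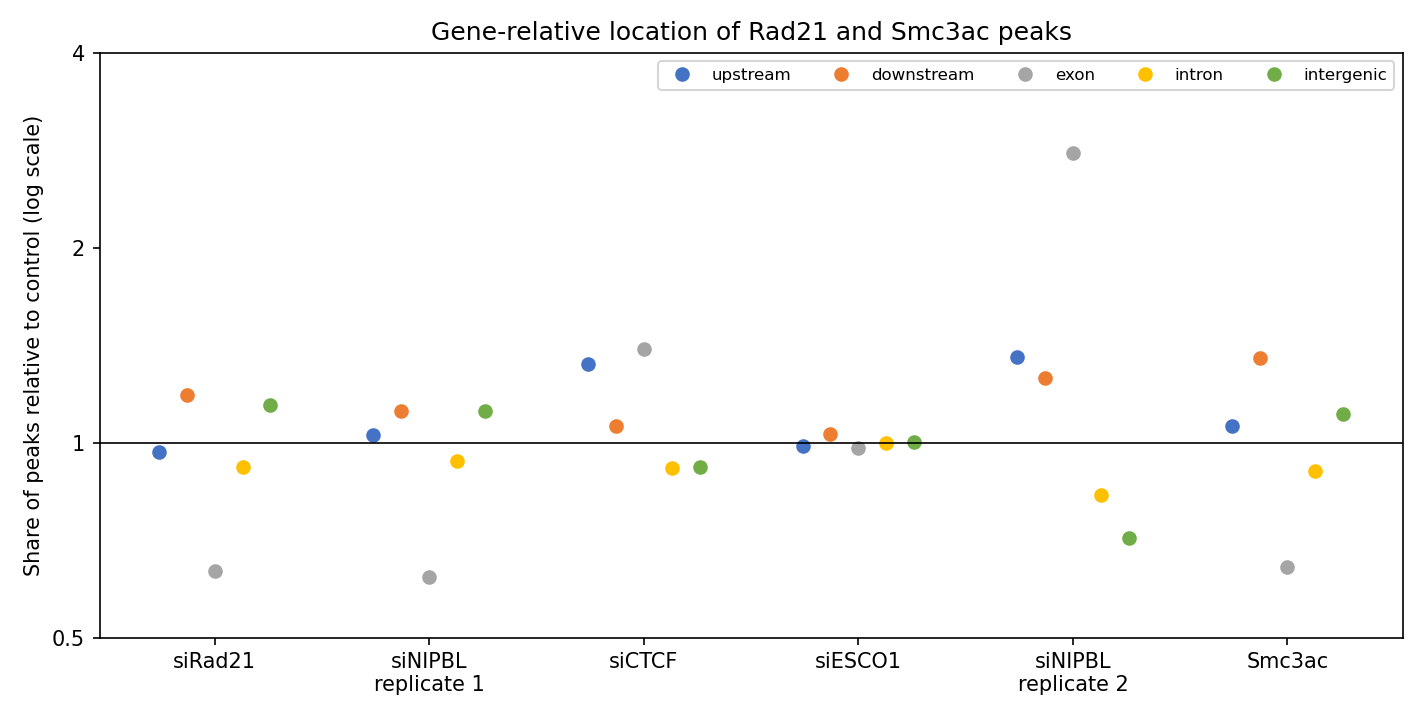
Points give the share of peaks in each gene-relative class divided by the share in the matched control list, on a log axis where 1 marks no difference. Smc3ac is set against Rad21 Control replicate 1. Exonic shares were lower after siRad21 (0.634) and siNIPBL replicate 1 (0.621) and higher in siNIPBL replicate 2 (2.80).

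Histone marks were counted after siNIPBL and siRad21 in the spike-in experiment, with 1 list per group. H3K27ac, a mark of active promoters and enhancers, had 43845 peaks in control, 108% of that number after siNIPBL and 104% after siRad21. Without spike-in, siNIPBL gave 93.1% of the control number. Between the H3K27ac Control replicates, 57.9% of replicate 1 peaks were absent from replicate 2, more than the 10.7% lost after siNIPBL in replicate 1. In replicate 2 the order was the opposite, with 33.2% of control peaks lost after siNIPBL and 16.9% absent from Control replicate 1. H3K4me3, a promoter mark, had 96.9% and 95% of its 15780 control peaks in number. H3K36me3, found over transcribed gene bodies, went to 74.6% after siNIPBL and 138% after siRad21. H3K27me3, a repressive mark, went to 164% and 100.1%, and the second value fell to 85.8% by covered length. The number after siRad21 was near equal, but 61.1% of control H3K27me3 peaks were lost and 59.0% of the siRad21 peaks lay outside control. After siNIPBL 39.4% of control H3K27me3 peaks were lost. For H3K36me3 the lost shares were 65.5% after siNIPBL and 49.6% after siRad21. No usable control baseline stood beside these shares, because the second Control lists of both marks were short. Changed positions therefore cannot be told apart from unstable calling of narrow peaks. The study compared reads in bins, not peak lists, and described both marks as not substantially affected. The lists without spike-in held 442 and 63 H3K36me3 peaks and 12 and 24 H3K27me3 peaks (Control and siNIPBL), too few to compare. Without spike-in, siNIPBL lists held 93.0% of the control number for Pol2, 65.5% for Pol2Ser2, 97.4% for H3K4me2 and 225% for AFF4 (1477 against 655 peaks). The values for these 4 antibodies had no replicate check.

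Overlap between factors was measured in control cells. Of Rad21 peaks, 76.4% overlapped CTCF, against a mean of 1.37% over 1000 circular shifts. Smc3ac peaks overlapped Rad21 in 98.99% and CTCF in 99.5%. Mau2 peaks overlapped H3K27ac in 75.9%, Rad21 in 42.3% and CTCF in 15.96%. Med1 peaks overlapped H3K27ac in 88.7% and Mau2 in 66.2%. The Med1 list is labelled Control, but its name carries a serum tag that the label lacks, so its culture condition is uncertain. In each of the 17 overlaps run, the observed share lay above all shifts (two-sided permutation rank over circular shifts, p = 0.002, the smallest that 1000 shifts can give). With Control replicate 2 lists where there was one, 18.3% of Mau2 peaks overlapped Rad21 and 39.97% overlapped H3K27ac, and 55.3% of Med1 peaks overlapped H3K27ac.

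The CTCF motif was searched in kept and lost peaks. An exact match lay in 26.5% of the CTCF peaks kept after siCTCF and in 9.30% of those lost (odds ratio 3.52, 3.31 to 3.75). For Rad21 peaks the shares were 20.2% and 8.52% after siCTCF (odds ratio 2.72, 2.55 to 2.89), and 21.7% and 9.07% after siNIPBL replicate 1 (odds ratio 2.77, 2.60 to 2.95). Kept peaks were wider, with median widths of 700, 1000 and 1100 bp against 400 bp for lost peaks in each comparison, and a wider peak offers more sequence to match. In the central 200 bp the odds ratios were 2.95, 1.82 and 1.70.

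Genes that the study named were counted with 5 kb on both sides. At BMP6 (chromosome 6, 7726099 to 7881728, plus strand), Rad21 Control replicate 1 had 4 peaks, siRad21 1, siNIPBL replicate 1 1 and siCTCF 2. At SSBP2 (chromosome 5, 81412804 to 81751797, minus strand) the numbers were 5, 1, 1 and 2. At TNFRSF19 (chromosome 13, 23570370 to 23676104, plus strand) they were 2, 0, 1 and 1. On chromosome 21, RUNX1 (34787801 to 36004667, minus strand) had 21, 4, 4 and 8 peaks, KCNE1 (34446688 to 34512214, minus strand) 2, 1, 1 and 1, and DOP1B (36156782 to 36294274, plus strand) 3, 0, 1 and 0. In the experiment without spike-in, siNIPBL replicate 2 against Control replicate 3 had 2 against 3 peaks at BMP6, 1 against 3 at SSBP2 and 3 against 4 at RUNX1. It had more peaks than that control at TNFRSF19 (2 against 1), KCNE1 (5 against 0) and DOP1B (4 against 1), opposite to siNIPBL replicate 1. Rad21 Control replicates 2 and 3 had 14 and 4 peaks at RUNX1, so the control spread there was as large as several of these differences.

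Single peaks of opposite behaviour were named by width. In all, 347 Rad21 peaks were TSS-proximal, present in all Control lists, lost after siRad21 and siNIPBL replicate 1, and kept after siCTCF. Of the 3 widest, 2 are described. They lay at 33333901 to 33337700 on chromosome 10 (3800 bp), with the midpoint in an NRP1 intron 462 bp from the TSS, and at 144283801 to 144287400 on chromosome 6 (3600 bp), in a UTRN exon 265 bp from the TSS. Both were present in siNIPBL replicate 2. A further 2080 peaks were present in all Rad21 and CTCF Control lists, lost from both siCTCF lists and kept after siNIPBL replicate 1. The widest of these lay on chromosome 9 at 93302401 to 93305600 (3200 bp, WNK2 intron), on chromosome 2 at 75463901 to 75467000 (3100 bp, downstream of EVA1A) and on chromosome 16 at 55701401 to 55704400 (3000 bp, SLC6A2 exon). The last held an exact motif match on the minus strand at 55703589 to 55703601, where the plus strand reads TGCCCTCTGGTGG. In siNIPBL replicate 2, the peaks at WNK2 and SLC6A2 were present and the peak near EVA1A was absent.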

Values the study reported

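The study put peak loss after siRNA, relative to control, at 60–80% in ChIP-seq calibrated with a spike-in.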

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

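The tests in this part were chosen only after the result was seen, except the H3K36me3 domain test. The differences between experiments or depletions described here were not themselves tested.

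After siNIPBL, the Rad21 peak number went opposite ways in the experiments with and without spike-in, at 33.9% and 169% of control. A swap of the libraries without spike-in is argued against, because 48.8% of the siNIPBL replicate 2 list lay outside Rad21 Control replicate 1, whereas 0.539% of Control replicate 3 did. A lack of spike-in scaling alone is argued against as well. Of the 18504 peaks absent from Control replicate 3, 68.4% lay outside every Rad21 control list, although the longer control lists would hold sites that only passed a threshold. A wholly mislabelled Pol2 library is argued against by the 47.9% of distal Control replicate 3 peaks found in the list, against 2.71% found in the Pol2 siNIPBL list. What stays open is signal from active promoters in this library. Of the 12662 peaks outside every Rad21 control list, 38.6% overlapped the Pol2 siNIPBL list, against 6.39% of Control replicate 3 peaks. They also overlapped H3K4me3 Control (50.4%), H3K27ac Control (49.9%), H3K4me2 siNIPBL (48.4%) and Pol2Ser2 siNIPBL (23.8%), and 37.9% were TSS-proximal. The H3K4me3, H3K27ac and H3K4me2 lists cover 24.1, 46.7 and 38.2 Mb, against 12.9 Mb for Pol2 siNIPBL, and longer lists overlap more by size. No shifted share was computed for them. Whether the signal is particular to Pol2 therefore cannot be told from these shares. A candidate explanation is that part of this library holds active chromatin that was not pulled down through Rad21. Cohesin gained at promoters after NIPBL depletion cannot be told apart from this. Replicate 1 held 0 TSS-proximal peaks outside every Rad21 control list, but it held no gained peak of any kind, so that count decides nothing.

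The H3K36me3 peak number was 74.6% of control after siNIPBL and 138% after siRad21 in the spike-in experiment. More calls inside the same domains is a candidate explanation for siRad21. Fewer calls inside them after siNIPBL was not tested. Of the 7321 siRad21 peaks absent from control, 57.9% lay within 10 kb of a control peak, against a mean of 4.23% and a highest value of 5.34% over 100 shifts. Shifts ignore where genes lie, so this share cannot separate the same domains from gene-rich sequence in general. Merging within 3 kb left the number at 135% of control after siRad21 and 79.2% after siNIPBL. Joining calls at that distance thus did not remove the difference. The median width was 200 bp in all 3 lists, short for a mark that covers gene bodies. A difference in depth stays open because mapping statistics were not used here, and so does an untested difference between the depletions.

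The H3K27ac peak number after siNIPBL was 108% of control with spike-in and 93.1% without. Covered length rose in both experiments, to 128% with spike-in and 114% without. This is consistent with a peak number that mixes the splitting and joining of peaks with the amount of signal. The covered length without spike-in decided the test (114%). A difference in depth or scaling between the lists stays open, and no biological explanation was tested.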

How the results depend on the processing

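The alternatives were fixed before the data were examined, except the replicate block, which was chosen only after seeing the data, together with its test. All other alternatives planned for a result were run where lists allowed. Merging within 3 kb was run for H3K27ac, H3K4me3, H3K36me3 and H3K27me3 only, and not for Pol2, Pol2Ser2, AFF4 or H3K4me2. Mau2 has no other control replicate, CTCF Control replicate 2 as the set of CTCF-bound sites did not apply to siESCO1, which already used it, and overlaps with Control replicate 2 lists were run only where one of the pair had such a list. Unless stated, the cause was not tested.

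All 30 overlap alternatives and all 6 motif alternatives kept their direction and their side of the threshold. So did 80 of 84 retention alternatives. The exceptions were CTCF-bound against CTCF-free peaks after siCTCF and siNIPBL replicate 2. Within classes of peak width the odds ratios reversed to 0.385 and 0.731. Among control peaks found in all control replicates they reversed to 0.818 and 0.933 (Fisher's exact tests, Benjamini-Hochberg adjusted p 0.272 and 0.580). The first of these compares, by construction, peaks of similar width. The cause was not tested further.

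Lost shares moved beyond their counting interval in 36 of 54 alternatives. In the order Rad21 siRad21, siNIPBL replicate 1, siCTCF, siESCO1, siNIPBL replicate 2, CTCF siCTCF, CTCF siESCO1 and Mau2 siNIPBL, the widest 50% of control peaks gave 51.1, 35.0, 33.9, 0.526, 35.4, 36.0036, 0 and 64.7%. Equal numbers of widest peaks gave 25.6, 19.8, 31.6, 9.26, 54.8, 30.7, 6.36 and 49.4% in that order. Without Mau2, another control replicate gave 64.5, 52.0, 48.5, 41.6, 61.0, 57.9 and 9.01%. The reference there was Rad21 Control replicate 2 for the first 3 values, which kept the order of siRad21, siNIPBL replicate 1 and siCTCF. It was Control replicate 1 for siESCO1 and siNIPBL replicate 2, so the values as a whole do not rank the lists. Control peaks found in all control replicates gave 43.4, 26.0, 29.8 and 3.003% for Rad21 siRad21, siNIPBL replicate 1, siCTCF and siESCO1, and 57.3 and 1.92% for CTCF siCTCF and siESCO1, while siNIPBL replicate 2 stayed at 48.5%. A gap of up to 500 bp gave 74.7, 65.7, 56.3, 17.1 and 40.5% for the Rad21 lists and 62.9% for CTCF siCTCF, which its construction lowers. An overlap of at least 50% of the shorter peak gave 51.7% for siNIPBL replicate 2. The order of the Rad21 losses changed in part. Among control peaks found in all control replicates siCTCF stood above siNIPBL replicate 1. Equal numbers of widest peaks do not rank the lists either, because the number of control peaks follows the length of each siRNA list. In the widest 50% of Control replicate 1, the order of siRad21, siNIPBL replicate 1 and siCTCF was kept. The values of siNIPBL replicate 1 and siCTCF were nearly tied there (35.0 and 33.9%, overlapping intervals). Against Control replicate 1, siNIPBL replicate 1 lost more than siNIPBL replicate 2 (66.5% against 61.0%).

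The Rad21 peak number difference between siNIPBL and Control ranged from -13176 to 948.7 peaks when each list was left out in turn. It changed sign without siNIPBL replicate 1 (exact permutation p = 0.75), and without Control replicate 1 it was -1078. With spike-in lists only it was -18026 (exact permutation p = 0.333, the smallest that 3 lists can give). With the replicate number as a block, the paired differences were -23248 and 1321 and their mean was -10963.5 (exact sign changes, p = 1). The samples share only a number: siNIPBL replicate 2 was run with Control replicate 3, where the difference was 10648. No version of this test could pass the threshold, so its p-values say nothing about stability.

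Of 120 location alternatives, 91 kept their direction and side, 15 reversed, 7 weakened and 7 strengthened. Relative shares follow. With flanks of 2 kb, upstream gave 0.756 for siRad21 (now past the threshold), 0.867 for siNIPBL replicate 1 (reversed and past it) and 0.911 for Smc3ac (reversed), and downstream gave 1.14 and 1.09 for siRad21 and siNIPBL replicate 1 (no longer past it). With all annotated genes, upstream gave 0.895 for siRad21 (now past) and 0.925 for siNIPBL replicate 1 (reversed and past), and 0.958 for Smc3ac, 0.987 for siCTCF downstream and 1.00347 for siESCO1 intron were reversed. With equal numbers of widest peaks, siRad21 upstream (1.05), siCTCF downstream (0.971) and siESCO1 upstream (1.00193), exon (1.03) and intergenic (0.991) reversed. There, siRad21 downstream (1.00498) and intron (0.965) and siNIPBL replicate 1 downstream (1.0013) no longer passed, and Smc3ac upstream (1.123) now passed. With another control replicate, siNIPBL replicate 1 upstream (0.940), siCTCF downstream (0.967), siESCO1 upstream (1.08, past the threshold) and Smc3ac upstream (0.973) reversed. There, siRad21 and siNIPBL replicate 1 downstream (1.08 and 1.02) no longer passed, and siRad21 upstream (0.885) and siESCO1 downstream (1.13), exon (0.936) and intron (0.971) now passed.

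Peak numbers of marks moved in 24 of 35 alternatives and reversed in 4. As a percentage of control, covered length gave 128 and 118% for H3K27ac after siNIPBL and siRad21, 99.9 and 91.2% for H3K4me3, 72.1% for H3K36me3 after siNIPBL, 151 and 85.8% for H3K27me3, 72.6% for Pol2, 56.9% for Pol2Ser2, 183% for AFF4 and 94.2% for H3K4me2. Peaks of at least 500 bp gave 119 and 112% for H3K27ac, 142% for H3K36me3 after siRad21, 145 and 81.5% for H3K27me3, 86.1% for Pol2, 54.4% for Pol2Ser2, 196% for AFF4 and 94.1% for H3K4me2. Merging within 3 kb gave 115 and 109% for H3K27ac, 79.2% for H3K36me3 after siNIPBL, and 150 and 96.5% for H3K27me3. The 3 values for H3K27me3 after siRad21 reversed a number of 100.1%. Without spike-in, siNIPBL gave 93.1% for H3K27ac, also reversed, 14.3% for H3K36me3 and 200% for H3K27me3, the last from 12 and 24 peaks. Depth is unknown from the lists and mapping statistics were not used here, so none of these changes was set against depth.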

Other observations

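The tests of filtered lists, of promoters after CTCF loss and of signal shared with siNIPBL replicate 2 were chosen only after the result was seen. So was the comparison of loader sites with all control peaks. The other tests of this part were written down before.

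After siESCO1, 17.9% of Rad21 control peaks were lost. That is lower than the range quoted from the study above. For CTCF after siESCO1 the share was 2.30%. That is lower than the quoted range too. The study's text does not name the siRNAs behind the range, so the range may not cover siESCO1. Rad21 after siCTCF also lay just below that range, and the other spike-in losses of Rad21, CTCF and Mau2 lay inside it.

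The siRad21 and siNIPBL replicate 1 lists lay wholly inside Rad21 Control replicate 1. Filtering of all lists on control peaks before deposit is argued against, since 388 of 3527 Mau2 siNIPBL peaks lay outside Mau2 Control. The CTCF siCTCF list held far fewer such peaks, at 8 of 12193. A filter on some lists only cannot be excluded by these counts. The pattern may instead follow from strong sites being shared between Rad21 lists. Of the 11931 widest Control replicate 2 peaks, 0 lay outside Control replicate 1. That count took only the widest control peaks, whereas the siRNA lists were taken whole. Not every Rad21 list lay inside Control replicate 1, as 10.5% of siCTCF and 48.8% of siNIPBL replicate 2 peaks were outside it.

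The siCTCF list held 1727 Rad21 peaks outside Control replicate 1. Of these, 1.85% overlapped Control replicate 2 or 3, which decides nothing about weak control sites that passed the threshold, because nearly all peaks of those lists lie inside Control replicate 1. At 22.99%, the gained peaks overlapped Mau2 Control less often than CTCF-free control peaks did (46.2%), so the outcome written down beforehand for a gain at loader sites was not met. They overlapped it more often than all peaks of Control replicate 1 did (17.6%), a comparison added after the result was seen, and a gain at loader sites was therefore left open. Of the gained peaks, 49.2% were TSS-proximal, against 9.45% of control peaks. A hypothesis is that cohesin moved to promoters after CTCF loss. A technical alternative stays open, because 59.4% of the gained peaks overlapped the siNIPBL replicate 2 list, against 54.8% of TSS-proximal Pol2 Control peaks without Rad21 in control, a small margin. Promoter signal of the same kind could therefore account for some of them.

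The H3K27me3 list was longer after siNIPBL, at 164% of the control number. More calls inside the same domains is a candidate explanation. Of the 25923 peaks absent from control, 63.3% lay within 10 kb of a control peak, against a mean of 9.44% and a highest value of 10.7% over 100 shifts. Merging within 3 kb still left the number at 150% of control, so joining calls at that distance did not remove the difference. Depth stays open, and a difference made by NIPBL depletion was not tested.

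On chromosome X, 16.6% of Rad21 peaks were kept after siRad21, against 24.98% on autosomes (odds ratio 0.599, 95% interval 0.502 to 0.714). After siNIPBL replicate 1 the odds ratio was 0.722 (0.623 to 0.837), and after siCTCF it was 0.584 (0.506 to 0.675). X peaks were narrower, with a median of 500 bp against 600 bp. Within classes of peak width the odds ratio after siRad21 turned over to 1.37 (1.09 to 1.72), and after siNIPBL to 1.66 (1.34 to 2.06), while after siCTCF it stayed below 1 (0.822, 0.693 to 0.975). An interval above 1 was an outcome that neither written expectation named. For siRad21 and siNIPBL, another rate of retention on X and the narrower width of X peaks cannot be told apart. The direction there depends on how width is treated. For siCTCF the direction was the same with and without classes of width. No biological explanation was tested.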
